# Serially transplantable mammary epithelial cells express the Thy-1 antigen

**DOI:** 10.1186/s13058-018-1006-y

**Published:** 2018-10-10

**Authors:** Neethan Amit Lobo, Maider Zabala, Dalong Qian, Michael F. Clarke

**Keywords:** Tissue-specific stem cells, In vivo serial transplantation, Progenitor cells, Self-renewal

## Abstract

**Background:**

Recent studies in murine mammary tissue have identified functionally distinct cell populations that may be isolated by surface phenotype or lineage tracing. Previous groups have shown that CD24^med^CD49f^high^ cells enriched for long-lived mammary epithelial cells can be serially transplanted.

**Methods:**

Flow cytometry-based enrichment of distinct phenotypic populations was assessed for their gene expression profiles and functional proliferative attributes in vitro and in vivo.

**Results:**

Here, we show Thy-1 is differentially expressed in the CD24^med^CD49f^high^ population, which allowed us to discern two functionally different populations. The Thy-1^+^CD24^med^CD49f^high^ phenotype contained the majority of the serially transplantable epithelial cells. The Thy-1^−^CD24^med^CD49f^high^ phenotype contains a rare progenitor population that is able to form primary mammary outgrowths with significantly decreased serial in vivo transplantation potential*.*

**Conclusions:**

Therefore, Thy-1 expression in the immature cell compartment is a useful tool to study the functional heterogeneity that drives mammary gland development and has implications for disease etiology.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-018-1006-y) contains supplementary material, which is available to authorized users.

## Background

Mammary development is a highly ordered process that is regulated by spatiotemporal cues and directed by local and systemic signals [1]. Seminal studies in murine mammary cell biology revealed that the CD24^med^CD49f^high^CD29^high^ cell surface phenotype enriches for mammary repopulating units (MRUs) that have the greatest in vivo proliferative capacity, as measured by serial in vivo transplantation and differentiation into specialized cell types [2, 3]. However, the functional heterogeneity of phenotypically enriched pooled-cell populations complicates descriptions of such populations [4]. Therefore, there remains a need for better phenotypic markers to prospectively enrich for different functional cell populations that can be used to characterize these populations transcriptionally or precisely mark certain populations using lineage-tracing strategies. Thy-1, or CD90, is a GPI-anchored cell surface protein that was originally described as a mouse brain and thymus marker. Subsequent studies have shown that the Thy-1 antigen is expressed on many cell types, including hematopoietic stem cells (partially reviewed in [5, 6]). Thy-1 is expressed by basal cells in normal human mammary epithelium [7], where stem cells are thought to reside. Using the Thy-1^+^CD24^+^ phenotype, our group prospectively enriched for tumorigenic cells from a subset of MMTV-*Wnt1* murine mammary tumors that share properties with normal murine MRUs (mammary repopulating units, also known as stem cells) [8, 9]. Therefore, we sought to improve upon the current murine MRU cell surface phenotype by functionally assessing the prospective enrichment of serially transplantable mammary cells using Thy-1 expression. Our data revealed that Thy-1 expression on immature cells enriches for serially transplantable MRUs. Interestingly, the immature cells that lack Thy-1 expression enriched for a previously unknown rare population, which we term short-term mammary repopulating units (ST-MRUs), with limited serial proliferative potential in vivo.

## Methods

### Mouse strains

C57BL/6 and FVB mice were purchased from The Jackson Laboratory, Bar Harbor, ME, USA. pCx-GFP founder mice were kindly provided by Dr. Irving Weissman. All animals were maintained at the Stanford Animal Facility in accordance with the guidelines of both Institutional Animal Care Use Committees.

### Mammary gland dissociation and FACS

Six- to 10-week-old mice were euthanized and all fat pads surgically resected. Tissue was digested in Media 199 + 10 mM HEPES + PSA or L-15 for 2 h, and single-cell suspension was obtained as described previously [2] and then processed as described by the manufacturer’s instructions for Epicult (Stemcell Technologies, Vancouver, BC, Canada). For all experiments, cells were > 99% viable as assessed by Trypan Blue dye exclusion. Cells were then resuspended at a concentration of 1 × 10^7^ per ml and subjected to staining for flow cytometry. The antibodies CD24-PE, Thy-1.1-APC, Thy-1.1-PE-CY7, Thy-1.2-APC, and Thy-1.2-PE-CY7 were obtained from eBioscience (San Diego, CA, USA), CD45-BIO, Ter119-BIO, CD31-BIO, and CD140α-BIO were obtained from BD Pharmingen (San Jose, CA, USA), and Streptavidin-Pacific Blue was obtained from Invitrogen (Carlsbad, CA, USA). FACS for all experiments was performed on BD FACSAria II equipped with a UV laser. All gating to distinguish positive and negative expression was based upon IgG-isotype color-specific control staining.

### In vitro colony-forming assay

Ultra-low attachment 96-well plates (BD, Franklin Lakes, NJ, USA) were prepared with a feeder layer of irradiated L1-WNT3a mixed with 60 μl of growth factor-reduced Matrigel (BD) per well. Sorted cells were then plated into liquid media as previously described [10, 11] 10% FBS, 250 ng/ml Rspo I (R&D Systems, Minneapolis, MN, USA) and 2.5% growth factor-reduced Matrigel were added as supplements. 5 ng/ml purified mouse TGFβ1 ligand (R&D Systems) was added to wells as indicated. Colonies were counted after 7 days in culture in a 5% CO_2_ incubator.

### In vivo transplants

Sorted cell populations were collected in HBSS + 2% HICS and resuspended at the correct concentration before being injected into the cleared fat pads of 21–28-day-old recipient C57Bl/6 mice as previously described [2]. For all injections of 600 cells and below, cell counts were verified using either a nuclear staining count (1% Trypan Blue/0.1% Triton-X 100 in PBS) or GFP^+^ cell count. Cells were injected in either 10 or 5 ul volumes of PBS using a 25 ul Hamilton syringe. All transplants were allowed to grow for at least 5 weeks, but not more than 10 weeks before analysis. In the case of secondary and tertiary transplants, whole glands were dissected under fluorescence to obtain 1–2 mm pieces of tissue that contained GFP^+^ ductal structures that were transplanted into recipient mice.

### Whole mount and immunocytochemistry

Whole mounts stained with carmine alum were processed according to a standard protocol [12]. For immunocytochemistry, mammary glands were fixed in formalin and embedded in paraffin. Three-micrometer sections were dewaxed, hydrated and microwaved for 20 min in Tris-EDTA (0.01 M; pH 9) for antigen retrieval. Tissue sections were incubated overnight at 4 °C with primary antibodies in TBS + 1% BSA. Antibodies were CK6 (Covance, Princeton, NJ, USA), CK5 (Covance), Troma-I (DSHB, Iowa City, IA, USA) and Troma-III (DSHB). Sections were then incubated with anti-rat–Alexa A488 antibody and anti-rabbit–A594 antibody (both from Invitrogen) for 30 min at room temperature. Secondary antibodies were applied at 1:200 dilution. Samples were stained with DAPI and mounted in ProLong before pictures were taken. All images were produced with a Leica (Wetzlar, Germany) microscope and Image Pro Software (Media Cybernetics, Rockville MD, USA).

### RNA isolation and RT-PCR

Sorted cell populations were collected in staining media directly and then centrifuged at 5000 rpm for 5 min at 4 °C. Supernatant was then carefully removed from the cell pellet, which was immediately frozen in liquid N_2_ and stored at −80 °C until RNA extraction. RNA was extracted from frozen cell pellets by the Trizol method or MirVana kit (Life Technologies, Carlsbad, CA, USA). For RT-PCR, RNA was then converted to cDNA using the Superscript III Reverse Transcriptase system (Invitrogen). qPCR was then performed on fresh cDNA with 2 × SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions with primers to amplify specific genes (available upon request).

### Microarrays and expression analysis

RNA was then processed for microarray hybridization by the Stanford Protein and Nucleic Acids core facility. RNA was applied to Affymetrix (Santa Clara, CA, USA) GeneChip Mouse Genome 430 2.0 oligonucleotide arrays. The resulting CEL images were then processed using the TIGR TM4 [13, 14] suite of bioinformatic software. Arrays were pre-processed by MIDAS using robust multichip average (RMA) normalization across all samples. Using Cluster 3.0 [15], probes that expressed less than 6.229 (in Log_2_ space) in any two of the arrays and whose value was not at least fourfold different in any two arrays were excluded from the analyses. Probes intensities were then mean centered across all arrays as a set. Using MeV (TIGR), Rank products algorithm was then used to compare different populations using two-class unpaired comparisons with a critical *p* value of 0.01 for differentially expressed probes. Heatmaps are scaled from −3.0 (low) to 3.0 (high) in Log_2_ space. Microarray data may be found at GenBank under accession GSE89720.

## Results

### Thy-1 enriches for a molecularly distinct subset of CD24^med^CD49f^high^ cells

Previous studies have shown CD49f and CD24 are cell surface markers that are able to distinguish self-renewing MRUs (CD24^med^CD49f^high^) from basal myoepithelial cells (CD24^low^CD49f^med^), CD24^high^CD49f^med^ colony-forming cells, and CD24^med^CD49f^−/low^ luminal cells [2, 3]. We found that Thy-1 was expressed on ~30% of luminal cell populations and ~50% of CD24^med^CD49f^high^ and myoepithelial cells (Fig. 1a, b, c, d). We also found that Thy-1 was expressed by CD24^med/high^CD133^+^Sca-1^+^ hormone-sensing luminal progenitor cells [16] as well as CD61^+^ luminal progenitor cells [17] (Additional file 1: Figure S1A). Real-time PCR confirmed the basal or luminal identity of sorted populations based on the expression of *Smaα* and *Krt14* (basal marker) and *Krt18* and *Krt19* (luminal marker) genes, respectively (Fig. 1e and f). To test if our enrichment procedures dramatically altered the physiology of the sorted populations, we exposed sorted populations to TGFβ1, a well-studied ligand that is associated with epithelial-to-mesenchymal transition [18]. Sorted populations that expressed basal or luminal gene markers shared similar responses to TGFβ1 exposure (Additional file 1: Figure S1B). Therefore, the sorting paradigm and related procedures effectively enriched for physiologically distinct phenotypic populations.

**Fig. 1:**
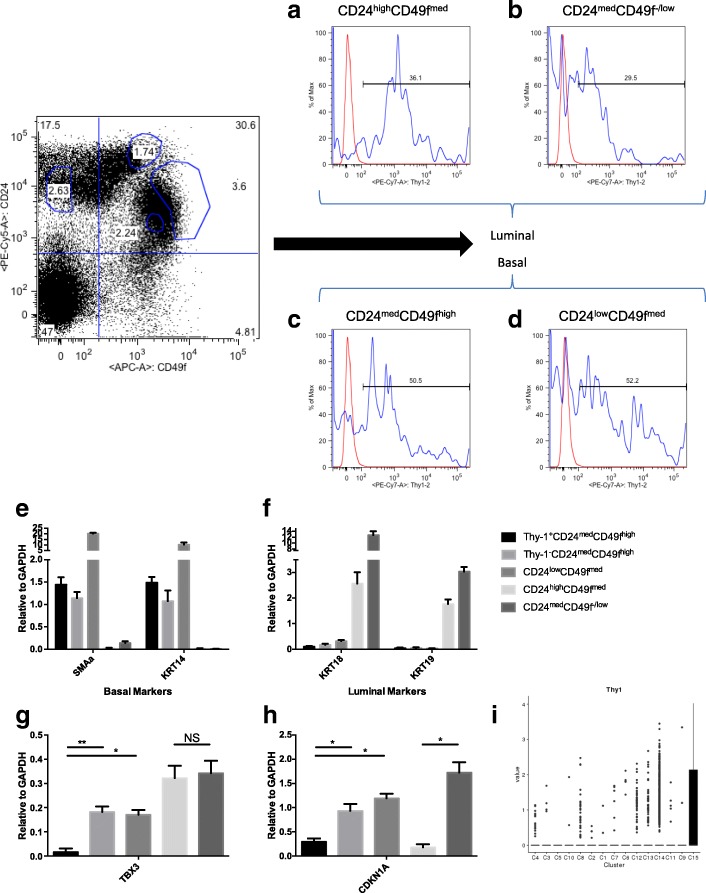
Thy-1 is differentially expressed in murine mammary epithelium. Freshly dissociated mammary epithelium analyzed for the expression of CD24 and CD49f. Thy-1 expression in (**a**) CD24^high^CD49f^med^ MaCFC luminal progenitor (**b**) CD24^med^CD49f^−/low^ luminal (**c**) CD24^med^CD49f^high^ and (**d**) CD24^low^CD49f^med^ myoepithelial cells. **e** Real-time PCR of sorted populations for basal marker genes’ expression. *N* = 3, ± STD. **f** Real-time PCR of sorted populations for luminal marker genes’ expression. N = 3, ± STD. **g** Real-time PCR of sorted populations for Tbx3 expression. N = 3, ± STD. **p < 0.01, *p < 0.05 for an unpaired two-tailed *t* test. **h** Real-time PCR of sorted populations for Cdkn1a (p21) expression. N = 3, ± STD. *p < 0.05 for an unpaired two-tailed *t* test. **i** Thy-1 expression in mouse mammary epithelial from single-cell RNA-seq data using the web tool (http://marionilab.cruk.cam.ac.uk/mammaryGland/) from Bach et al. [24]. C15 cells are annotated as Procr-enriched cells

Numerous studies have linked the transcriptional expression of key genes to the function of cells enriched for by cell surface demarcation or lineage-tracing strategies [16, 19]. For example, Tbx3 is a gene that regulates the development of mammary hormone-sensing cells [20]. Interestingly, we found that all populations except for the Thy-1 expressing CD24^med^CD49f^high^ cells also expressed Tbx3 (Fig. 1g). This population also had a low transcriptional level of Cdkn1a (Fig. 1h), whose expression is associated with halted cell cycle progression, comparable to luminal CD24^high^CD49f^med^ cells that have been previously characterized to be highly proliferative. Furthermore, single-cell RNA-Seq data from the Marioni and Khaled laboratories showed that Thy-1 is most highly expressed in cells that are enriched for Procr, a Wnt target gene that has been linked to multipotent mammary stem cells [21] (Fig. 1i). Taken together, these results suggested that Thy-1 does indeed segregate a functionally distinct subpopulation of CD24^med^CD49f^high^ cells.

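Lineage genes separated the sorted basal and luminal cells. Krt14, a keratin of basal and myoepithelial cells, was -3.90 log2 (SE 0.35) in 5 luminal relative to 9 basal arrays, and Acta2, the smooth muscle actin of contractile myoepithelium, was -3.15 (SE 0.31). Krt18 and Krt19, keratins of luminal cells, were 2.19 (SE 0.36) and 2.58 (SE 0.53) higher in the luminal arrays (two-sided limma adjusted p = 3.94e-08, 1.29e-07, 5.57e-05 and 0.000555 for the 4 keratin and actin genes in that order). The largest luminal rises included Ltf, an iron-binding milk protein gene (5.05, SE 0.26), and Dmbt1, a mucosal glycoprotein gene (4.54, SE 0.43). The largest falls were Igfbp3, which encodes a growth factor binding protein (-6.07, SE 0.32), and the chemokine gene Cxcl14 (-6.02, SE 0.30).
All 16 measured basal marker genes were lower in luminal cells, with a median of -3.94 (adjusted p = 2.61e-17 by limma's camera, adjusted p = 0.0428 with an estimated correlation). Of 14 luminal markers 13 were higher, with a median of 2.30 (adjusted p = 8.04e-07, adjusted p = 0.101 with an estimated correlation). Fibroblast, endothelial and adipocyte genes were lower in luminal cells too, with medians of -1.85, -1.43 and -1.45 (16 of 17, 22 of 22 and 7 of 7 below 0). Their limma camera adjusted p was 1.15e-08, 8.65e-06 and 0.0035, and 0.0311, 0.395 and 0.260 with an estimated correlation. Myeloid genes were not lower (median 0.30, 6 of 10 above 0, adjusted p = 0.533). The arrays held 3 replicates of each population except CD24medCD49f-/low, which had 2. The authors' log2 values were centred per probe set, so that 0 is the mean of the 14 arrays. Of 7190 genes or unnamed probe sets, 1989 were higher and 1253 lower in luminal cells at an adjusted p under 0.05, and centring each array on its median gave 1436 and 1560.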

To further investigate the transcriptional differences that define each population, we performed gene expression microarrays on sorted cell populations. 

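Cdh19, a cadherin gene known from peripheral glia, was 3.29 log2 higher (9.8-fold, SE 0.73) in 3 Thy-1+CD24medCD49fhigh arrays than in 3 Thy-1-CD24medCD49fhigh arrays. Bex1, which encodes an adaptor of neurotrophin receptor signalling, fell by 3.44 (10.8-fold, SE 0.71; two-sided limma adjusted p = 0.0413 for Cdh19 and 0.0343 for Bex1). Neither passed the threshold with all 14 arrays in 1 fit (0.104 and 0.0969), on single probe sets (0.0653 and 0.0611), after median centring (3.71 and -3.02, adjusted p = 0.919 for both) or after quantile normalization (0.571 and 0.113). Both passed it with the replicate number as a block (0.0152 for both, with 1 SE for all genes) and with array weights (0.000132 and 0.000342). Lgr5, a receptor gene of several epithelial stem cells, averaged -0.70 (SD 1.23, n = 3) in Thy-1+CD24medCD49fhigh cells, 1.89 (SD 0.30, n = 3) in Thy-1-CD24medCD49fhigh cells and 1.75 (SD 0.74, n = 3) in CD24lowCD49fmed cells, although its fall against both others did not pass the threshold (limma adjusted p = 0.191). Against CD24lowCD49fmed cells alone, where replicate numbers pair the arrays, Lgr5 was -2.45 in Thy-1+CD24medCD49fhigh cells with the replicate block (SE 0.55, limma adjusted p = 0.00475) and did not pass without it (0.548). All genes had the same SE in that block fit. With the block, Lgr5 did not pass against both others (limma adjusted p = 0.0716) or against Thy-1-CD24medCD49fhigh cells alone (0.192). Thy-1-CD24medCD49fhigh cells had the highest means of the spindle gene Nusap1 (1.46, SD 0.42, n = 3) and the spindle checkpoint kinase gene Bub1 (1.15, SD 0.45, n = 3). CD24lowCD49fmed cells had the highest mean of the glypican gene Gpc3 (1.59, SD 0.23, n = 3).
All 44 measured cell cycle genes were higher in Thy-1-CD24medCD49fhigh cells than in the mean of both other basal populations, with a median of 0.77 (limma camera adjusted p = 3.00e-22, adjusted p = 0.134 with an estimated correlation), but 0 passed the threshold, also when adjusted over the list alone. In the same comparison endothelial (-1.24, 0 of 22 above 0), adipocyte (-0.96) and pericyte genes (-0.64) were lower by their medians. In CD24lowCD49fmed cells all 16 basal markers were above the mean of both others, with a median of 0.60 (limma camera adjusted p = 0.0220, adjusted p = 0.578 with an estimated correlation). This rise was mainly against low medians in Thy-1-CD24medCD49fhigh replicate 2 (0.10) and Thy-1+CD24medCD49fhigh replicates 1 and 3 (0.62 and 0.25). Thy-1-CD24medCD49fhigh replicates 1 and 3 (2.00 and 2.08) were above each CD24lowCD49fmed array (1.72, 1.60 and 1.78). Thy-1+CD24medCD49fhigh cells differed from Thy-1-CD24medCD49fhigh cells in 3 of 7190 genes or unnamed probe sets, 2 higher and 1 lower, with limma and in 846 with rank products at p under 0.01. The count was 10 without Thy-1+CD24medCD49fhigh replicate 2 and 0 without any other of these 6 arrays. Groups did not overlap in 6.7% of them, where chance gives 10%.
Thy-1+CD24medCD49fhigh and CD24lowCD49fmed cells differed in 0 genes with limma (383 at an unadjusted p under 0.05, 360 expected, 909 with rank products). They differed in 55 (15 higher, 40 lower) with the replicate number as a block, where limma gave all genes the same SE. The count was 856 (82 higher, 774 lower) without Thy-1+CD24medCD49fhigh replicate 2, which leaves replicates 1 and 3, the arrays with the lowest medians. Thy-1-CD24medCD49fhigh and CD24lowCD49fmed cells differed in 0 (84 at an unadjusted p under 0.05, 705 with rank products), and in 1 without CD24lowCD49fmed replicate 3. Set against both other basal populations, limma called 0 genes for each of Thy-1+CD24medCD49fhigh, Thy-1-CD24medCD49fhigh and CD24lowCD49fmed cells, with 1106, 133 and 57 at an unadjusted p under 0.05 and 1605, 1192 and 1084 with rank products. Without Thy-1+CD24medCD49fhigh replicate 2 the limma count for Thy-1+CD24medCD49fhigh cells was 2106, of which 329 were higher. The median over all genes was -0.464 in Thy-1+CD24medCD49fhigh cells against both others, 0.158 in Thy-1-CD24medCD49fhigh and 0.278 in CD24lowCD49fmed cells, and near 0 once each array was centred on its median.
Arrays of the same basal population correlated at -0.101 on average and arrays of different basal populations at -0.0495, a gap of -0.0514 (one-sided exact permutation p = 0.625 over 280 partitions). Over pairs of arrays with different replicate numbers only, an alternative chosen after the data were seen, the gap was 0.0307 (one-sided exact permutation p = 0.333 over 36 exchanges within a number). Thy-1+CD24medCD49fhigh replicate 2 resembled CD24lowCD49fmed replicate 2 most (r = 0.659), and without it the gap was 0.220 (exact permutation p = 0.0929).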

We found that Thy-1^+^CD24^med^CD49f^high^, Thy-1^−^CD24^med^CD49f^high^, and CD24^low^CD49f^med^ cells had unique global gene expression profiles in both C57BL6 and FVB mice (Fig. 2a, b, Additional file 2: Figure S2A and B). 

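Of the genes that the paper lists for Thy-1+CD24medCD49fhigh cells in both strains, the lipid transporter gene Abca8a was 3.19 log2 higher (SE 0.66) in 3 Thy-1+CD24medCD49fhigh arrays than in 6 arrays of both other basal populations. The sphingosine receptor gene S1pr3 was 2.42 (SE 0.53) higher, and Zeb2, a repressor known from epithelial-mesenchymal transition, 2.32 (SE 0.61). Among genes listed in both strains for Thy-1-CD24medCD49fhigh cells, the mitotic kinase gene Aurkb was 1.30 (SE 0.50) and the kinesin gene Kif20b 1.26 (SE 0.47) higher, and for CD24lowCD49fmed cells the transcription factor gene Etv5 was 1.32 (SE 0.56) higher (two-sided limma adjusted p = 0.191 to 0.317 for the first 3 genes, 0.9999 for Aurkb and Kif20b, 0.887 for Etv5). Against CD24lowCD49fmed cells alone, Abca8a, S1pr3 and Zeb2 passed the threshold in Thy-1+CD24medCD49fhigh cells with the replicate block (limma adjusted p = 9.46e-06, 0.0104 and 0.0277). Limma gave all genes the same SE in that fit. With the block, no gene passed against both others (limma adjusted p = 0.129 for Abca8a and 0.147 for S1pr3). Against Thy-1-CD24medCD49fhigh cells alone Abca8a passed with the block (0.0254), while S1pr3 and Zeb2 did not (0.192 for both). The 3 other genes listed in both strains for CD24lowCD49fmed cells, the epidermal genes Krt77 (0.37, SE 1.19), Krt1 (0.23, SE 1.01) and Krtdap (0.23, SE 1.10), differed less. Krt77 and Krtdap are also listed in both strains for Thy-1+CD24medCD49fhigh cells, where they were 0.71 (SE 1.19) and 0.94 (SE 1.10) higher. Ccnb2, a mitotic cyclin gene listed for CD24highCD49fmed cells in both strains, was 2.46 (SE 0.25) higher in 3 CD24highCD49fmed arrays than in 2 CD24medCD49f-/low arrays, and the clock gene Per1, the 1 gene listed for CD24medCD49f-/low cells in both strains, was 1.30 (SE 0.19) higher in CD24medCD49f-/low cells (limma adjusted p = 0.00728 and 0.0137).
The paper's FVB lists include the genes listed in both strains, which were picked in part from these arrays. With those, they were higher in the same C57BL6 population for Thy-1+CD24medCD49fhigh cells (28 of 37 above 0, median 0.74, limma camera adjusted p = 3.10e-14, adjusted p = 0.0877 with an estimated correlation), Thy-1-CD24medCD49fhigh cells (31 of 35, median 0.63, adjusted p = 1.02e-08, 0.0323 with an estimated correlation) and CD24highCD49fmed cells (48 of 52, median 1.39, adjusted p = 4.78e-16, adjusted p = 0.163 with an estimated correlation). The FVB lists of CD24lowCD49fmed (10 of 18 above 0, adjusted p = 0.120) and CD24medCD49f-/low cells (20 of 43, adjusted p = 0.277) did not pass the threshold. Without the genes listed in both strains, the median of the Thy-1+CD24medCD49fhigh list fell from 0.74 to 0.38 (15 of 24 genes above 0, limma camera adjusted p = 0.000605, adjusted p = 0.349 with an estimated correlation). The lists of Thy-1-CD24medCD49fhigh and CD24highCD49fmed cells then no longer passed the threshold (adjusted p = 0.197 and 0.144). The C57BL6 lists were picked from these arrays, and their medians were 1.42 for Thy-1+CD24medCD49fhigh, 1.16 for Thy-1-CD24medCD49fhigh, 0.85 for CD24lowCD49fmed, 1.29 for CD24highCD49fmed and 1.09 for CD24medCD49f-/low cells.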

There were both strain-specific and distinct genes expressed by sorted populations (Additional file 3). Notably, the Thy-1^+^CD24^med^CD49f^high^ cells expressed the highest level of genes that have previously been linked to mammary gland stem cells such as Rarres2 and Aldh1a1 [22, 23] (Fig. 2a). 

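Rarres2, which encodes the chemoattractant chemerin, averaged 1.41 log2 (SD 1.05, n = 3) in Thy-1+CD24medCD49fhigh cells, -0.23 (SD 0.17, n = 3) in Thy-1-CD24medCD49fhigh cells and 0.10 (SD 0.21, n = 3) in CD24lowCD49fmed cells. Its single Thy-1+CD24medCD49fhigh values were 2.00, 0.20 and 2.04, and it was lower in CD24highCD49fmed cells (-0.83, SD 0.03, n = 3) and CD24medCD49f-/low cells (-0.67, SD 0.15, n = 2). Aldh1a1, a retinaldehyde dehydrogenase gene, averaged 1.90 (SD 1.02, n = 3) in Thy-1+CD24medCD49fhigh cells, 1.40 (SD 0.65, n = 3) in CD24lowCD49fmed cells and 0.81 (SD 0.32, n = 3) in Thy-1-CD24medCD49fhigh cells. It was lowest in CD24highCD49fmed cells (-2.33, SD 0.13, n = 3) and CD24medCD49f-/low cells (-2.67, SD 0.14, n = 2). Thy1, the gene of the sorted antigen, was 2.00, -0.07 and 3.03 in the 3 Thy-1+CD24medCD49fhigh arrays and -0.10 or lower in the 3 Thy-1-CD24medCD49fhigh arrays. In Thy-1+CD24medCD49fhigh replicate 2 the antigen's gene was thus near the highest Thy-1-CD24medCD49fhigh value. Cells were sorted on the surface protein, so this RNA level alone does not contradict the label of that array.
Against the mean of both other basal populations, Rarres2 was 1.48 higher (SE 0.47) with a two-sided exact permutation p = 0.0238 over 84 splits and a limma adjusted p = 0.317. Aldh1a1 was 0.79 higher (SE 0.49, exact permutation p = 0.179, limma adjusted p = 0.362), and Thy1 1.79 (SE 0.57, exact permutation p = 0.0357, limma adjusted p = 0.317). The splits exchanged arrays freely, although replicate numbers pair some of them. By rank products, one-sided, the p of Rarres2 was 3.3e-05 against Thy-1-CD24medCD49fhigh and 0.000257 against CD24lowCD49fmed cells, and that of Aldh1a1 1.3e-05 and 0.00012. These p values are likely too small. In simulated data for Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells, rank products at p under 0.01 called 11.9% of unchanged genes. When 1 array was left out, the difference of Rarres2 ran from 1.17 without Thy-1+CD24medCD49fhigh replicate 3 to 2.09 without Thy-1+CD24medCD49fhigh replicate 2 (limma adjusted p = 0.00647), and that of Aldh1a1 from 0.43 without Thy-1+CD24medCD49fhigh replicate 2 to 1.38 without Thy-1+CD24medCD49fhigh replicate 1. Of 13 genes linked to mammary stem cells, 5 were above 0 in Thy-1+CD24medCD49fhigh cells against both others (median -0.51, limma camera adjusted p = 0.609), where the median over all genes was also below 0 and camera's direction for the list was up.
The paper states that the basal populations differed in their profiles, and that levels of genes linked to mammary stem cells in earlier work, with Rarres2 and Aldh1a1 as examples, were highest in Thy-1+CD24medCD49fhigh cells.

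**Figure D1:**
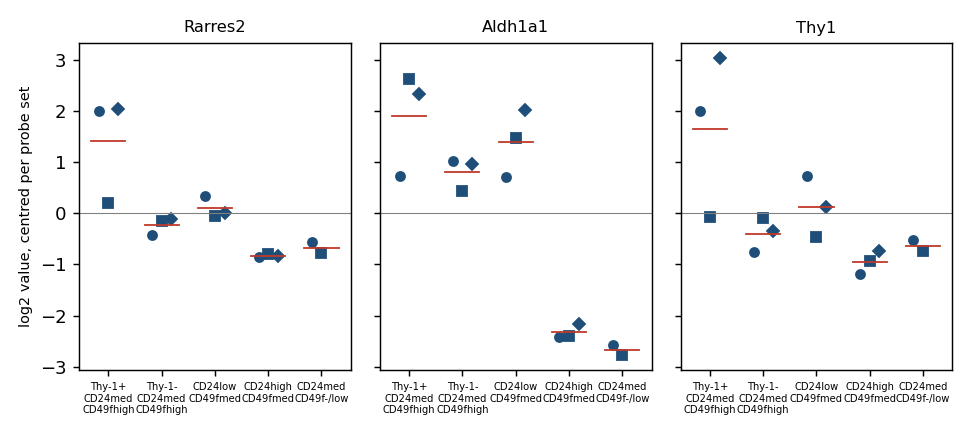
Values of Rarres2, Aldh1a1 and Thy1 in each array (symbols by replicate number, lines at group means). Rarres2 in the Thy-1+CD24medCD49fhigh arrays was 2.00, 0.20 and 2.04 log2, and Aldh1a1 was 0.73, 2.62 and 2.34.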

The enriched expression of Rarres1 and Aldh1a1 in both mouse strains’ microarray data in the Thy-1^+^CD24^med^CD49f^high^ cells was confirmed by real-time PCR and in Procr-enriched cells by single-cell RNA-seq from the Marioni and Khaled laboratories [24] (Additional file 1: Figure S1C, D, E, F). The Thy-1^+^CD24^med^CD49f^high^ population was also enriched for the expression of Procr by real-time PCR (Additional file 1: Figure S1E), with the Procr-enriched population expressing high levels of both Procr and Thy-1 by single-cell RNA-seq (Fig. 1i and Additional file 1: Figure S1H). 

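Genes of dividing cells were higher in 3 CD24highCD49fmed arrays than in 2 CD24medCD49f-/low arrays. Mki67, the Ki-67 proliferation antigen gene, was 2.80 log2 higher (SE 0.35), the topoisomerase gene Top2a 2.64 (SE 0.34), the mitotic kinase gene Pbk 2.99 (SE 0.38) and the prostaglandin receptor gene Ptger3 3.02 (SE 0.25). In CD24medCD49f-/low cells S100a9, an alarmin gene of neutrophils and alveolar cells, was higher (CD24highCD49fmed minus CD24medCD49f-/low -3.36, SE 0.66), as were the milk fat globule gene Btn1a1 (-1.90, SE 0.41), the retinaldehyde dehydrogenase gene Aldh1a3 (-1.62, SE 0.20) and the stem cell factor receptor gene Kit (-1.39, SE 0.25). Foxa1, a pioneer factor of hormone-sensing cells, was 1.14 (SE 0.23) higher in CD24highCD49fmed cells, and the estrogen receptor gene Esr1 was 0.88 (SE 0.23) higher (two-sided limma adjusted p = 0.0311 and 0.0592, and 0.0113, 0.0117, 0.0116, 0.00728, 0.0296, 0.0376, 0.0113 and 0.0222 for the 8 genes from Mki67 to Kit).
All 44 measured cell cycle genes were higher in CD24highCD49fmed cells, 31 past the threshold and 41 when adjusted over the list alone (median 1.47, limma camera adjusted p = 4.74e-22, adjusted p = 0.193 with an estimated correlation). All 10 hormone-sensing genes were higher, 1 past the threshold and 7 adjusted over the list alone (median 0.78, adjusted p = 0.00105, adjusted p = 0.284 with an estimated correlation). All 10 myeloid genes were lower in CD24highCD49fmed cells (median -1.65, adjusted p = 3.43e-09, adjusted p = 0.193 with an estimated correlation), with medians of 1.99 in CD24medCD49f-/low replicate 1 and 0.23 in replicate 2. Of 9 milk genes, 4 were lower past the threshold and 5 adjusted over the list alone (median -0.93, adjusted p = 1.56e-05, adjusted p = 0.193 with an estimated correlation).
Of 7190 genes or unnamed probe sets, 217 were higher and 185 lower in CD24highCD49fmed cells with limma, 126 and 276 after centring each array on its median, and 138 and 246 after quantile normalization. Groups did not overlap in 47.4% of them, where chance gives 20%. The count of 402 was 4 with all 14 arrays in 1 fit, where 16 of 20 named genes no longer passed the threshold. It was 0 without CD24medCD49f-/low replicate 1, 3 without CD24highCD49fmed replicate 3, 145 without CD24highCD49fmed replicate 2 and 662 without CD24highCD49fmed replicate 1. Where 1 CD24medCD49f-/low array was left, limma pooled the spread, and the lone array was assumed to vary as the CD24highCD49fmed arrays do. The median over all genes was 0.145 higher in CD24highCD49fmed cells.

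**Figure D2:**
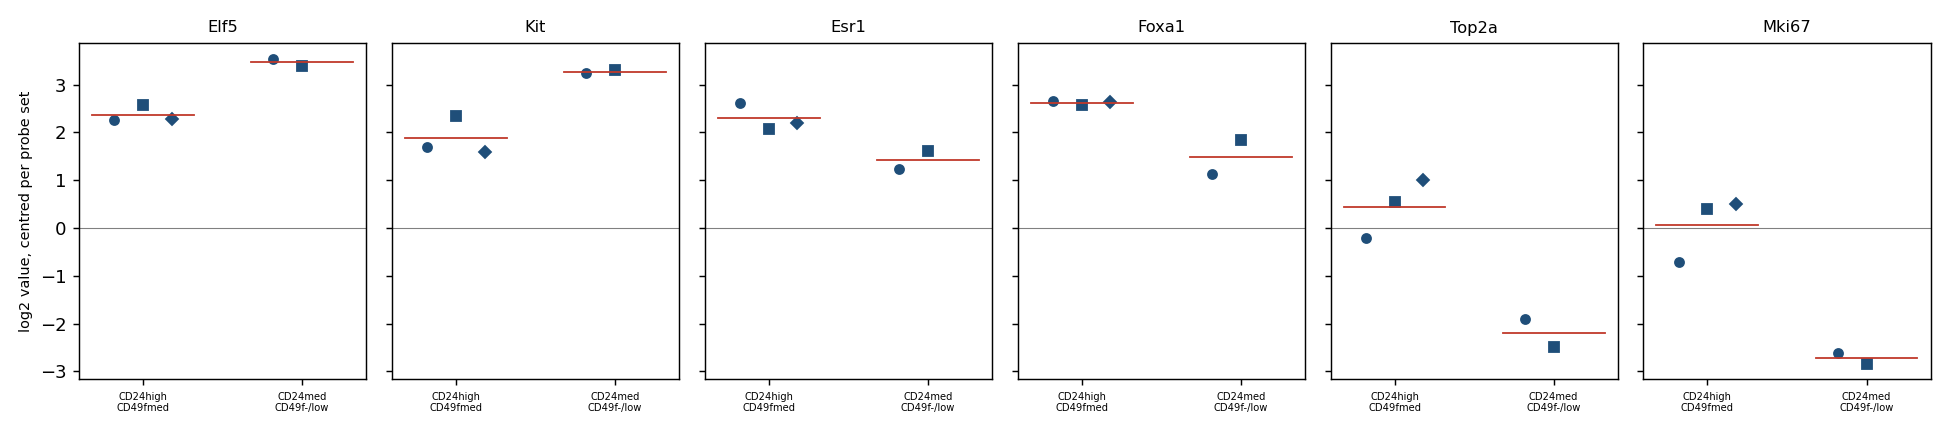
Values of Elf5, Kit, Esr1, Foxa1, Top2a and Mki67 in each luminal array (lines at group means). Kit averaged 1.88 log2 (SD 0.40, n = 3) in CD24highCD49fmed cells and 3.27 (SD 0.04, n = 2) in CD24medCD49f-/low cells.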

We also observed that CD24^high^CD49f^med^ luminal cells expressed genes that distinguished this population from CD24^med^CD49f^−/low^ luminal cells in both the C57BL6 and FVB mouse strains (data not shown, Additional file 2: Figure S2C and Additional file 3). 

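Elf5, an ETS transcription factor gene of alveolar differentiation, averaged 3.46 log2 (SD 0.11, n = 2) in CD24medCD49f-/low cells and 2.37 (SD 0.18, n = 3) in CD24highCD49fmed cells. Its single values were 3.54 and 3.39 in CD24medCD49f-/low arrays and 2.26, 2.58 and 2.28 in CD24highCD49fmed arrays. In basal cells Elf5 was -1.47 (SD 0.45, n = 3) in Thy-1+CD24medCD49fhigh, -1.34 (SD 0.58, n = 3) in Thy-1-CD24medCD49fhigh and -1.87 (SD 0.07, n = 3) in CD24lowCD49fmed cells. The difference between the luminal populations was 1.09 (2.13-fold, SE 0.19) with a limma adjusted p = 0.0219. The two-sided exact permutation p = 0.1 was the smallest that 10 splits can give. Elf5 did not pass the threshold with all 14 arrays in 1 fit (limma adjusted p = 0.866), after quantile normalization (0.91, limma adjusted p = 0.0939), without CD24medCD49f-/low replicate 1 (1.01, limma adjusted p = 0.228) or without CD24highCD49fmed replicate 3 (1.05, limma adjusted p = 0.0935). In the fit without CD24medCD49f-/low replicate 1 limma pooled the spread, and the lone CD24medCD49f-/low array was assumed to vary as the CD24highCD49fmed arrays do.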

In the BL6 strain, the CD24^med^CD49f^−/low^ population was enriched for the expression of Elf5, a transcription factor that suppresses mammary stem cell activity [25] (Additional file 3).

**Fig. 2:**
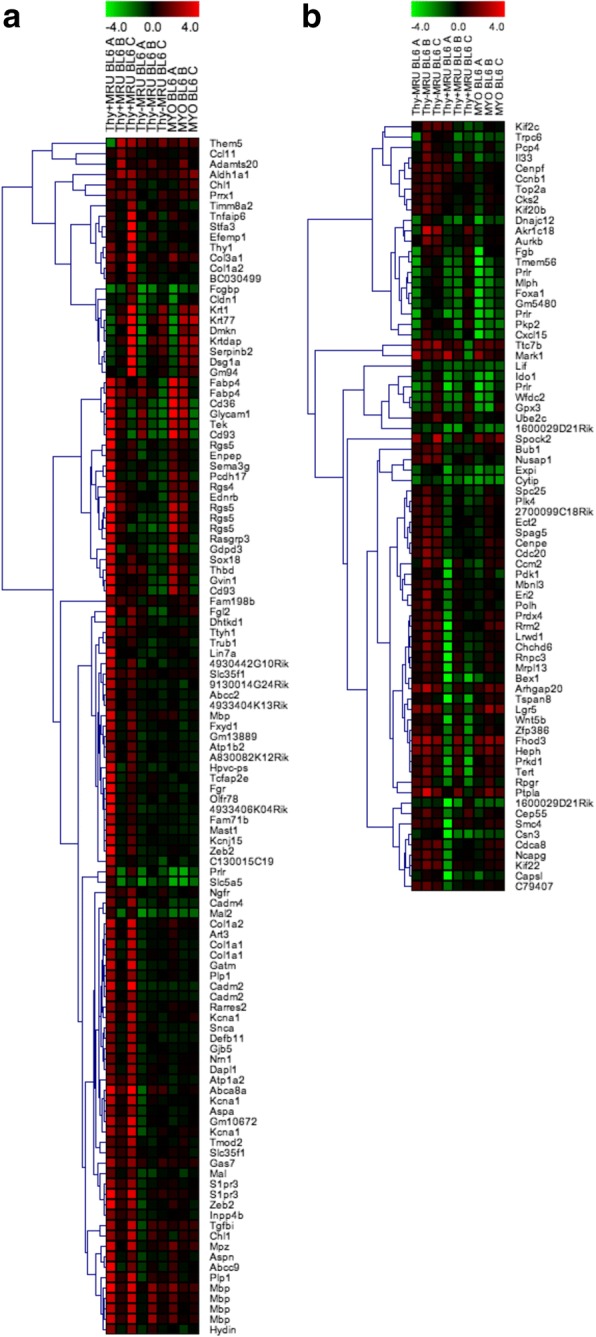
Microarray analysis of sorted mammary populations from virgin C57BL6 mice. Thy + MRU represents Thy-1^+^CD24^med^CD49f^high^, Thy-MRU represents Thy-1^−^CD24^med^CD49f^high^, and MYO represents CD24^low^CD49f^med^. **a** Differentially expressed probes comparing Thy-1^+^CD24^med^CD49f^high^ to both Thy-1^−^CD24^med^CD49f^high^ and CD24^low^CD49f^med^ basal populations. **b** Differentially expressed probes comparing Thy-1^−^CD24^med^CD49f^high^ to both Thy-1^+^CD24^med^CD49f^high^ and CD24^low^CD49f^med^ basal populations

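Endothelial, pericyte and cornified keratinocyte genes were high mainly in single Thy-1+CD24medCD49fhigh arrays, the last in replicate 3 (median 3.40 log2). Schwann cell genes were higher in each of these arrays (1.47, 0.53 and 1.78) than in any other basal array (0.475 or lower). Endothelial genes had a median of 2.78 log2 in Thy-1+CD24medCD49fhigh replicate 1, -0.17 in replicate 3 and 0.06 in replicate 2, and of 2.56 in CD24lowCD49fmed replicate 1. Pericyte genes were highest in Thy-1+CD24medCD49fhigh replicate 1 (2.46), with medians of -0.02 in replicate 2 and 0.37 in replicate 3. Cell cycle genes had medians of 0.41, 0.72 and 0.94 in Thy-1-CD24medCD49fhigh arrays, of -0.68, -0.18 and -0.00 in Thy-1+CD24medCD49fhigh arrays and of -0.46, 0.35 and 0.23 in CD24lowCD49fmed arrays. With each array centred on its median, Thy-1-CD24medCD49fhigh (0.22, 0.87 and 0.89) and Thy-1+CD24medCD49fhigh arrays (0.07, -0.27 and 0.52) overlapped in these genes. CD24lowCD49fmed arrays (-0.45, 0.13 and 0.15) stayed below each Thy-1-CD24medCD49fhigh array. Before centring, 44 of 44 cell cycle genes were higher in Thy-1-CD24medCD49fhigh than in CD24lowCD49fmed cells (median 0.69, limma camera adjusted p = 1.01e-34, adjusted p = 0.305 with an estimated correlation). Basal epithelial markers were 0.62, 1.65 and 0.25 in Thy-1+CD24medCD49fhigh arrays, 2.00, 0.10 and 2.08 in Thy-1-CD24medCD49fhigh arrays and 1.72, 1.60 and 1.78 in CD24lowCD49fmed arrays, and after that centring 1.37, 1.55 and 0.77 in Thy-1+CD24medCD49fhigh, 1.81, 0.25 and 2.03 in Thy-1-CD24medCD49fhigh and 1.73, 1.38 and 1.70 in CD24lowCD49fmed arrays.
Against the mean of both other basal populations, endothelial genes (20 of 22 above 0, median 0.68) and pericyte genes (11 of 12, median 0.85) were higher in Thy-1+CD24medCD49fhigh cells. So were fibroblast genes (11 of 17, median 0.34), among them the collagen gene Col1a1 (1.90, SE 0.61, limma adjusted p = 0.317). The limma camera adjusted p was 4.58e-07, 6.03e-06 and 0.000528, and the adjusted p = 0.482, 0.334 and 0.240 with an estimated correlation. The endothelial median was -0.28 without Thy-1+CD24medCD49fhigh replicate 1. Against CD24lowCD49fmed cells alone it was 0.10 (14 of 22 above 0), and the mean of array medians was 0.89 in Thy-1+CD24medCD49fhigh, 0.92 in CD24lowCD49fmed and -0.36 in Thy-1-CD24medCD49fhigh cells, so the rise was mainly against low Thy-1-CD24medCD49fhigh values.

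**Figure D3:**
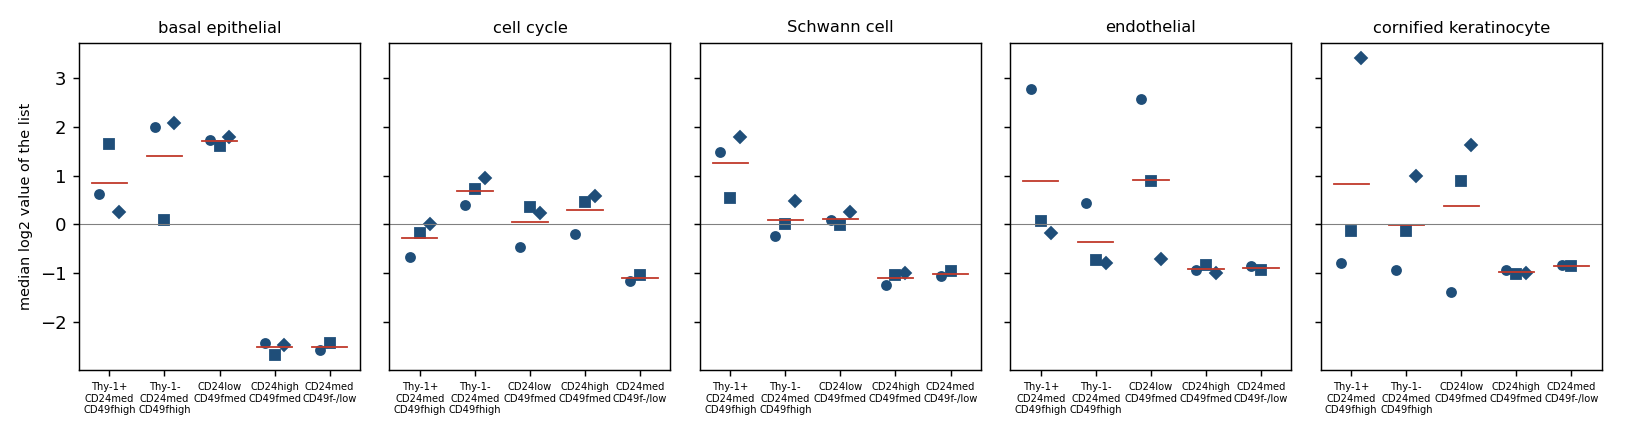
Median log2 value of 5 gene lists in each array (symbols by replicate number, lines at group means). The Schwann cell list was 1.47, 0.53 and 1.78 in the Thy-1+CD24medCD49fhigh arrays.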

### Thy-1 enriches for an extensively proliferating subset of CD24^med^CD49f^high^ cells

Murine mammary stroma depleted of endogenous epithelium provides an excellent in vivo model system to assess the repopulating potential and frequency of implanted cell populations. We leveraged this system and transplanted sorted cell populations from pCx-GFP transgenic mouse cells that ubiquitously express GFP to distinguish donor outgrowths from any residual endogenous epithelium. We found that 100 Thy-1^+^CD24^med^CD49f^high^ and 100 Thy-1^−^CD24^med^CD49f^high^ cells were able to produce GFP^+^ ductal outgrowths that looked morphologically similar to those produced by 100 bulk mammary epithelial cells (MECs) (Fig. 3a). However, neither luminal CD24^high^CD49f^med^ progenitor cells, CD24^med^CD49f^−/low^ luminal cells, nor CD49f^med^CD24^low^ differentiated myoepithelial cells were able to produce extensive outgrowths up to 10,000 cells transplanted (Fig. 3a and data not shown). Limiting dilution transplantation studies revealed that the frequency of engrafting cells in the total CD24^med^CD49f^high^ population was 1 in 254 cells, consistent with previous reports (Fig. 3b, c, Additional file 4: Figure S3A). Strikingly, we observed that the majority of the outgrowth-forming ability was confined to CD24^med^CD49f^high^ cells that also expressed Thy-1 (Fig. 3b, c, Additional file 4: Figure S3A). Single-cell transplantation revealed that one in eight cells from the Thy-1^+^CD24^med^CD49f^high^ population were able to produce clonal outgrowths (Fig. 3d).

**Fig. 3:**
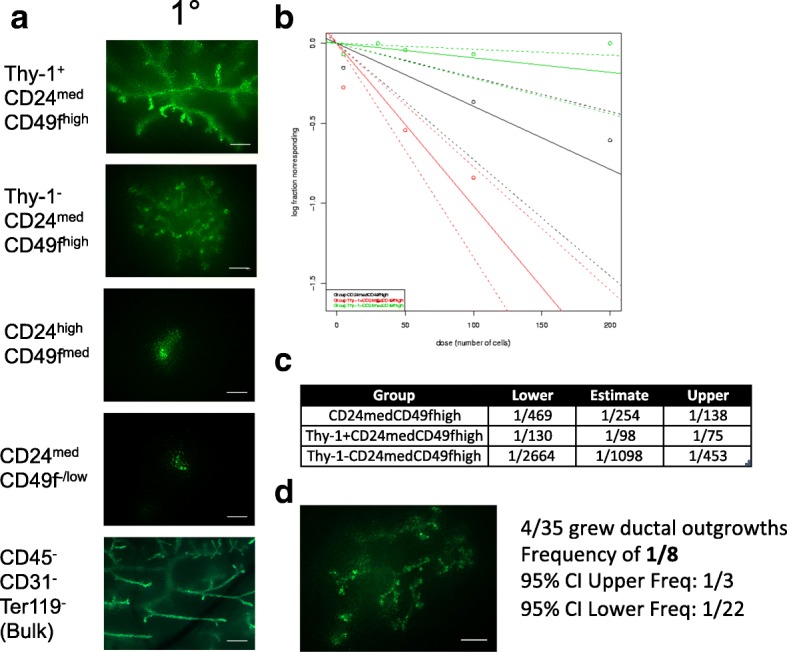
Thy-1^+^CD24^med^CD49f^high^ is enriched for ductal outgrowth-forming MRUs. **a** Representative images of primary transplanted ductal epithelium produced by 100 transplanted cells of the indicated GFP^+^ sorted population. Scale bars show 500 μm. **b** Summary of limiting dilution transplantation series. **c** Estimated frequency of ductal outgrowth-forming cells in the indicated transplanted population. **d** Representative image and frequency of ductal outgrowths from single-cell transplants of GFP^+^Thy-1^+^CD24^med^CD49f^high^. Scale bar shows 500 μm

Previous reports using limiting dilution transplantation studies revealed that the MRU frequency within the CD24^med^CD49f^high^ phenotype might be influenced by the strain of mice employed [2, 3]. Therefore, we performed another set of limiting dilution transplantation experiments in wild-type (WT) FVB mice (Additional file 4: Figure S3B). Again, we found that CD24^med^CD49f^high^ cells that also expressed Thy-1 contained most of the outgrowth-forming cells (Additional file 4: Figure S3C). In FVB mice, the Thy-1^−^CD24^med^CD49f^high^ cells gave rise to smaller ductal outgrowths that were largely devoid of side branching structures (Additional file 4: Figure S3D). The frequency of outgrowth-forming cells in the Thy-1^+^CD24^med^CD49f^high^ population was 1 in 156 cells in FVB mice, similar to the frequency in C57BL6 mice (Additional file 4: Figure S3E).

### Thy-1^+^CD24^med^CD49f^high^ enriches for transplanted outgrowths with serial transplantation potential

MRUs are defined as cells that have both the ability to self-renew and to differentiate into mature luminal and basal cells that give rise to functional milk-secreting epithelium. The presence of MRUs can be detected by serially passaging transplanted cells or tissue fragments in vivo since only cells with extensive proliferative capacity will be able to continually produce outgrowths [3, 26]. Our initial transplantation data showed that the Thy-1^+^CD24^med^CD49f^high^ phenotype contained most of the outgrowth-forming cells. We serially transplanted 2 mm^3^ fragments of GFP^+^ donor epithelium from the initial primary outgrowths that were produced by C57BL6 Thy-1^+^CD24^med^CD49f^high^, or Thy-1^−^CD24^med^CD49f^high^ GFP^+^ cells and found these outgrowths grew secondary GFP^+^ structures (Fig. 4a). A total of 23 out of 33 Thy-1^+^CD24^med^CD49f^high^ primary GFP^+^ epithelial fragments engrafted upon secondary transplantation, giving an engraftment efficiency of about 67% (Additional file 5: Figure S4A). We found that Thy-1^+^CD24^med^CD49f^high^ cells were able to give rise to secondary ductal outgrowths that resembled the outgrowths formed from bulk MECs and the phenotypic CD24, CD49f and Thy-1 diversity of WT glands (Figs. 1 and 4c). Thy-1^+^CD24^med^CD49f^high^ primary outgrowths were also able to give rise to tertiary outgrowths similar to bulk MECs (Additional file 5: Figure S4B). Strikingly, we found that only 11% of the GFP^+^ fragments produced by Thy-1^−^CD24^med^CD49f^high^ transplanted cells were able to form secondary outgrowths (Additional file 5: Figure S4A). In addition, the secondary outgrowths were much smaller than those produced by initially engrafted GFP^+^ Thy-1^+^CD24^med^CD49f^hi^ cells (Fig. 4a). Unlike the Thy-1^+^CD24^med^CD49f^high^ epithelium that produced tertiary outgrowths like bulk MECs, the few GFP^+^ secondary outgrowths formed by the initially engrafted GFP^+^Thy-1^−^CD24^med^CD49f^hi^ cells were unable to re-engraft a third time (Fig. 4a). These data demonstrated that Thy-1^+^CD24^med^CD49f^high^ phenotype enriched for MRUs and that the Thy-1^−^CD24^med^CD49f^hi^ phenotype cells were enriched for basal short-term MRUs (ST-MRUs) with less proliferative capacity.

**Fig. 4:**
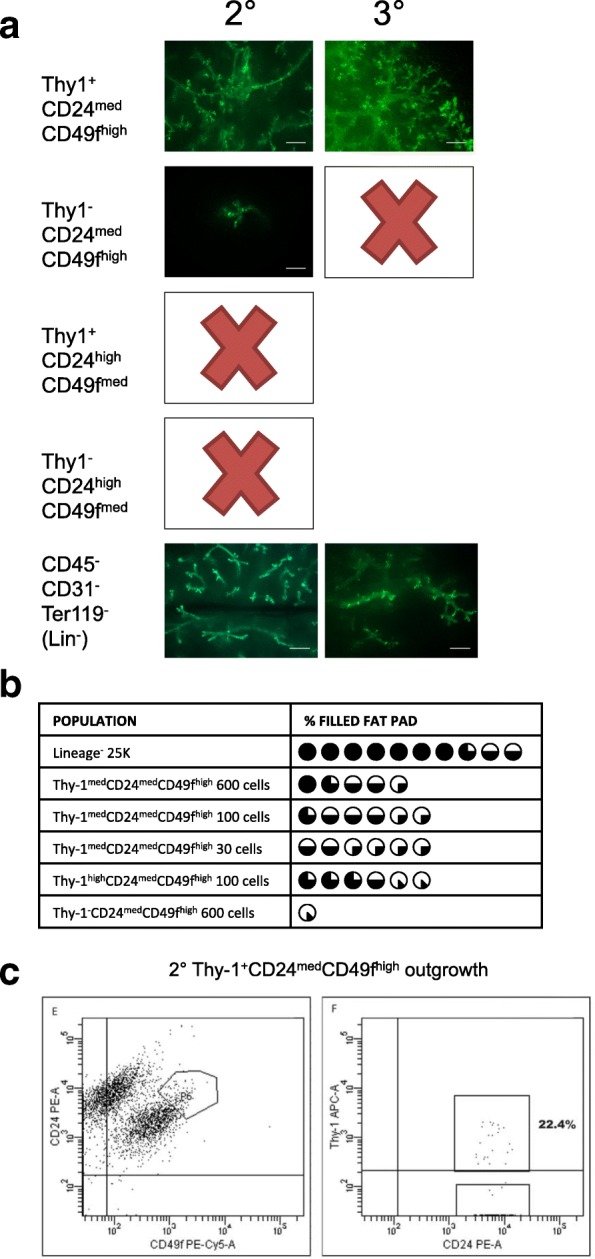
Thy-1^+^CD24^med^CD49f^high^ enriches for self-renewing MRUs. **a** Representative images of secondary and tertiary GFP^+^ ductal outgrowths produced from the indicated originally sorted populations. Scale bars show 500 μm. **b** Pie-chart representation of the secondary outgrowth formation of the indicated population as a percentage of the total surface area of the engrafted stromal mammary fat pad. **c** Flow cytometric analysis for CD24, CD49f, and Thy-1 expression of representative secondary GFP^+^ ductal outgrowth produced from a fragment of primary ductal outgrowth originated from GFP^+^Thy-1^+^CD24^med^CD49f^high^ engrafted cells

Functionally competent mammary epithelium will be able to give rise to alveolar milk-secreting cells upon pregnancy. We took mice that were engrafted with secondary GFP^+^ outgrowths produced by bulk MECs and Thy-1^+^CD24^med^CD49f^high^ cells at 10 weeks posttransplantation and mated them to determine the milk-producing capability outgrowths. Hematoxylin and eosin staining showed extensive expansion of the ductal epithelium (Additional file 5: Figure S4C). Cytokeratin staining showed CK14, CK8, CK19, and CK6 localization was indistinguishable between WT (non-transplanted), primary, and secondary GFP^+^ transplanted epithelium produced by Thy-1^+^CD24^med^CD49f^high^ cells (Additional file 5: Figure S4C). In addition, Thy-1^+^CD24^med^CD49f^high^ secondary outgrowths underwent pregnancy morphogenesis in a similar fashion to WT epithelium as evaluated by cytokeratin expression, with visual confirmation of milk inside of the lumen of ducts in hematoxylin and eosin staining (Fig. 4c).

## Discussion

Prospective isolation studies have shown that mammary tissue contains a distinct cell population of MRUs that is enriched for the ability to establish a functionally competent mammary gland in serial transplantation assays [2, 3]. We found that the Thy-1^+^CD24^med^CD49f^high^ phenotype enriches for mammary cells with the highest proliferative capacity as measured by this assay. Surprisingly, we found single-cell transplantation revealed a highly enriched MRU frequency in the Thy-1^+^CD24^med^CD49f^high^ cells compared to pooled-cell transplants, which may be due to multiple progenitor cells competing for sparse niche components. We also noted that the Thy-1^+^CD24^med^CD49f^high^ cells expressed genes associated with these cells with extensive proliferation capacity [22]. Since the Thy-1^−^CD24^med^CD49f^high^ population contains cells with diminished capacity to serially form extensive ductal outgrowths in vivo, these cells may be comparable to multipotent progenitor cells in the hematopoietic system, which also have a lesser proliferative capacity compared to stem cells. To our knowledge, this is the first report of the existence of a mammary epithelial cell population with short-term MRU capacity. In addition to MRUs, unipotent progenitor cells have been identified and bipotent progenitor cells that lack in vivo transplantation capacity have been previously described [2, 27].

We found that the ortholog of TBX3, a gene mutated in ulnar mammary syndrome (UMS), was expressed in all populations except for Thy-1^+^CD24^med^CD49f^high^. Recent studies have shown that Tbx3 is required for the mammary development and generation of hormone-sensing cells in murine mammary epithelium [28, 29]. Our data suggests that the UMS breast phenotype may be a defect of aberrant specification of cells with the capacity to undergo terminal differentiation. Recent studies have also demonstrated that Elf5 expression is necessary for the differentiation of luminal progenitor cells [25]. Our data showing that the CD24^med^CD49f^−/low^ compartment expresses Elf5 suggests that this compartment participates in a feedback pathway that instructs mammary epithelial cells to proliferate and differentiate.

## Conclusions

Taken together, our data shows that the inclusion of Thy-1 expression to the growing list of phenotypic markers will allow further dissection of the mammary cellular hierarchy and allow for more accurate interpretation of pooled or single-cell analyses.

## Additional files

Additional file 1: **Figure S1.** Phenotypic and physiological analysis of sorted populations. (A) Flow cytometric analysis on luminal cells for Thy-1, CD133, Sca-1, and CD61 expression. (B) Exposure of cultured FACS-enriched mammary populations to TGFB1 ligand. The indicated sorted mammary populations were cultured in three-dimensional self-renewing conditions with and without the addition of 5 ng/ml human TGFB1 ligand. *N* = 3, ± STD. (C) Real-time PCR of sorted populations for Procr expression. N = 3, ± STD. *-*p* < 0.05 for an unpaired two-tailed *t* test. (D) Procr expression in mouse mammary epithelial from single-cell RNA-seq data using the web tool (http://marionilab.cruk.cam.ac.uk/mammaryGland/) from Bach et al. [24]. C15 cells are annotated as Procr-enriched cells. (E) Real-time PCR of sorted populations for Rarres2 expression. N = 3, ± STD. *p < 0.05 for an unpaired two-tailed *t* test. (F) Rarres2 expression in mouse mammary epithelial from single-cell RNA-seq data using the web tool (http://marionilab.cruk.cam.ac.uk/mammaryGland/) from Bach et al. [24]. C15 cells are annotated as Procr-enriched cells. (G) Real-time PCR of sorted populations for Aldh1a1 expression. N = 3, ± STD. *p < 0.05 for an unpaired two-tailed *t* test. (H) Aldh1a1 expression in mouse mammary epithelial from single-cell RNA-seq data using the web tool (http://marionilab.cruk.cam.ac.uk/mammaryGland/) from Bach et al. [24]. C15 cells are annotated as Procr-enriched cells.

Additional file 2: **Figure S2.** Microarray analysis of phenotypically enriched populations isolated from virgin FVB female mice. (A) Differentially expressed probes comparing Thy-1^+^CD24^med^CD49f^high^ to both Thy-1^−^CD24^med^CD49f^high^ and CD24^low^CD49f^med^ basal populations. (B) Differentially expressed probes comparing Thy-1^−^CD24^med^CD49f^high^ to both Thy-1^+^CD24^med^CD49f^high^ and CD24^low^CD49f^med^ basal populations. (C) Differentially expressed probes comparing CD24^high^CD49f^med^ to CD24^med^CD49f^−/low^ luminal cells.

Additional file 3: Strain and sorted population-specific and overlapping gene sets. Using the microarray data from C57BL6 and FVB mouse strains, each population’s significantly enriched genes’ expression was compared to determine the overlapping genes as well as the strain-specific genes. File contains tabular sheets of data that correspond to Thy-1^+^CD24^med^CD49f^high^, Thy-1^−^CD24^med^CD49f^high^, CD24^low^CD49f^med^, CD24^high^CD49f^med^, and CD24^med^CD49f^−/low^ populations.

Additional file 4: **Figure S3.** Limiting dilution transplantation series in C57BL/6 and FVB mice. (A) Numbers of cells engrafted and ductal outgrowth data from limiting dilution transplantation series in C57BL6 mice from the indicated sorted populations. (B) Numbers of cells engrafted and ductal outgrowth data from limiting dilution transplantation series in FVB mice from the indicated sorted populations. (C) Summary of limiting dilution transplantation series from FVB mice. (D) Representative images of FVB-derived ductal outgrowths from the indicated populations. (E) Estimated frequency of ductal outgrowth forming cells in the indicated transplanted population from FVB mice.

Additional file 5: **Figure S4.** Thy-1^+^CD24^med^CD49f^high^ MRUs produce functional mammary epithelium. (A) Secondary transplant data from the indicated originally transplanted sorted population. (B) Tertiary transplant data from the indicated originally transplanted sorted population. (C) Hematoxylin and eosin and immunofluorescence staining of the indicated cytokeratin proteins in wild-type (WT) and serially transplanted Thy-1^+^CD24^med^CD49f^high^ epithelium. “Preg” denotes recipient mice that hosted donor ductal outgrowths that were mated and tissue analyzed at 11 days into pregnancy.

## Abbreviations

MEC: Mammary epithelial cell
MRU: Mammary repopulating unit
ST-MRU: Short-term mammary repopulating unit
UMS: Ulnar mammary syndrome
WT: Wild-type

# Supplementary material for: Serially transplantable mammary epithelial cells express the Thy-1 antigen
**Source:** Breast Cancer Res. 2018 Oct 10;20:121. doi: 10.1186/s13058-018-1006-y
**Supplement:** Supplementary file 4 — Figure S3. Limiting dilution transplantation series in C57BL/6 and FVB mice. (A) Numbers of cells engrafted and ductal outgrowth data from limiting dilution transplantation series in C57BL6 mice from the indicated sorted populations. (B) Numbers of cells engrafted and ductal outgrowth data from limiting dilution transplantation series in FVB mice from the indicated sorted populations. (C) Summary of limiting dilution transplantation series from FVB mice. (D) Representative images of FVB-derived ductal outgrowths from the indicated populations. (E) Estimated frequency of ductal outgrowth forming cells in the indicated transplanted population from FVB mice.

Figure S3

A. C57BL6/J

| Dose | Tested | Response | Group                  |
|------|--------|----------|------------------------|
| 200  | 11     | 5        | Thy-1+CD24medCD49fhigh |
| 100  | 44     | 25       | Thy-1+CD24medCD49fhigh |
| 50   | 31     | 13       | Thy-1+CD24medCD49fhigh |
| 30   | 15     | 12       | Thy-1+CD24medCD49fhigh |
| 5    | 29     | 7        | Thy-1+CD24medCD49fhigh |
| 200  | 5      | 0        | Thy-1-CD24medCD49fhigh |
| 100  | 30     | 2        | Thy-1-CD24medCD49fhigh |
| 50   | 24     | 1        | Thy-1-CD24medCD49fhigh |
| 30   | 9      | 0        | Thy-1-CD24medCD49fhigh |
| 5    | 30     | 2        | Thy-1-CD24medCD49fhigh |
| 200  | 11     | 5        | CD24medCD49fhigh       |
| 100  | 13     | 4        | CD24medCD49fhigh       |
| 5    | 14     | 2        | CD24medCD49fhigh       |

B. FVB

| Dose | Tested | Response | Group                  |
|------|--------|----------|------------------------|
| 100  | 18     | 8        | Thy-1+CD24medCD49fhigh |
| 50   | 5      | 2        | Thy-1+CD24medCD49fhigh |
| 100  | 16     | 1        | Thy-1-CD24medCD49fhigh |
| 50   | 3      | 0        | Thy-1-CD24medCD49fhigh |

C.

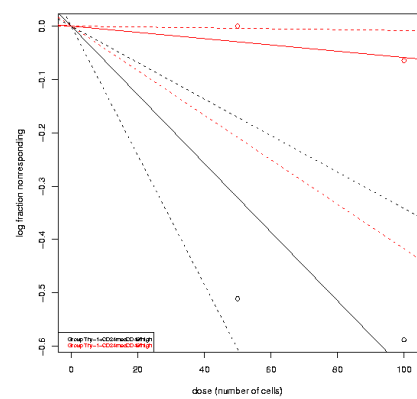

D.

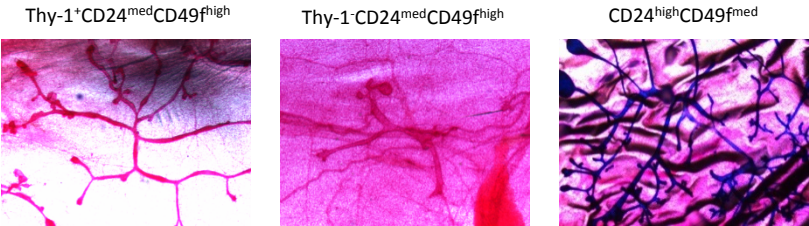

E.

| Group                  | Lower | Estimate | Upper |
|------------------------|-------|----------|-------|
| Thy-1+CD24medCD49fhigh | 293   | 156      | 83.1  |
| Thy-1-CD24medCD49fhigh | 12054 | 1700     | 240.1 |

# Supplementary material for: Serially transplantable mammary epithelial cells express the Thy-1 antigen
**Source:** Breast Cancer Res. 2018 Oct 10;20:121. doi: 10.1186/s13058-018-1006-y

Figure S4

A.

| Original Transplanted Population                                         | Engrafted/Transplanted | Efficiency |
|--------------------------------------------------------------------------|------------------------|------------|
| Lineage <sup>-</sup> 25K                                                 | 10/11                  | 91%        |
| Thy-1 <sup>med</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> 600 cells | 5/6                    | 83%        |
| Thy-1 <sup>med</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> 100 cells | 6/10                   | 60%        |
| Thy-1 <sup>med</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> 30 cells  | 6/9                    | 67%        |
| Thy-1 <sup>hi</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> 100 cells  | 6/8                    | 75%        |
| Thy-1 <sup>-</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> cells       | 1/9                    | 11%        |

B.

| Original Transplanted Population                                         | Engrafted/Transplanted | Efficiency |
|--------------------------------------------------------------------------|------------------------|------------|
| Lineage <sup>-</sup> 25K                                                 | 14/14                  | 100%       |
| Thy-1 <sup>med</sup> CD24 <sup>med</sup> CD49f <sup>high</sup> 100 cells | 12/12                  | 100%       |

C.

Thy-1<sup>+</sup>CD24<sup>med</sup>CD49f<sup>high</sup>

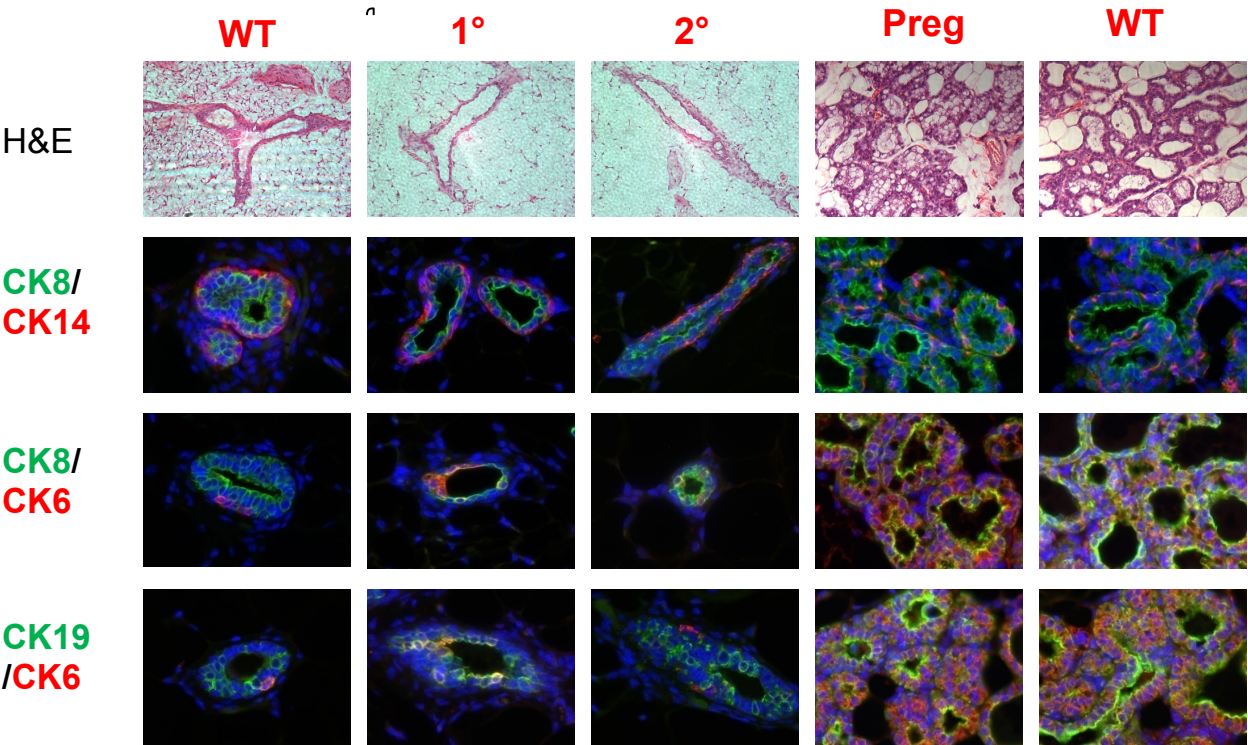

**Supplement:** Supplementary file 5 — Figure S4. Thy-1+CD24medCD49fhigh MRUs produce functional mammary epithelium. (A) Secondary transplant data from the indicated originally transplanted sorted population. (B) Tertiary transplant data from the indicated originally transplanted sorted population. (C) Hematoxylin and eosin and immunofluorescence staining of the indicated cytokeratin proteins in wild-type (WT) and serially transplanted Thy-1+CD24medCD49fhigh epithelium. “Preg” denotes recipient mice that hosted donor ductal outgrowths that were mated and tissue analyzed at 11 days into pregnancy.

How the deposited data were processed for this re-analysis (not part of the article)

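RNA from sorted mammary populations of C57BL6 mice was measured on 14 Affymetrix Mouse Genome 430 2.0 arrays, 3 each of Thy-1+CD24medCD49fhigh, Thy-1-CD24medCD49fhigh, CD24lowCD49fmed and CD24highCD49fmed cells and 2 of CD24medCD49f-/low cells. The sample labels call the CD24lowCD49fmed population CD24medCD49fmed and give ages of 6 to 8 weeks, where the paper's methods give up to 10 weeks. They do not say whether replicates came from separate animals.
The authors deposited 1 table of log2 values: they normalized the arrays by robust multichip average (RMA) in MIDAS, filtered probe sets in Cluster 3.0 for signal and for a 4-fold difference, and mean-centred each probe set. The submitters' notes also name GCRMA. Versions of MIDAS and of RMA or GCRMA are not given in the sources used here. In the deposited log2 table, 9645 probe sets remained, each row mean was 0 and the smallest range of a row was 2.0 log2, as such filtering and centring leave it.
Probe sets with 1 gene symbol (8499) were averaged per gene to 6044 named genes, of which 1765 had more than 1 probe set. The 199 with several symbols and the 947 with none were kept as single rows, so 7190 rows were tested. Cd24a, Itga6, Rarres1 and Prlr were not analysed here. Because the values are centred, a filter on dim probe sets and a comparison of absolute levels between genes were not possible. Signal over background and hybridization scores were not used here.
Comparisons used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), two-sided, on the arrays of the groups compared, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Each basal population was compared with each other one and with the mean of both others. CD24highCD49fmed was compared with CD24medCD49f-/low cells, and the mean of 2 luminal with the mean of 3 basal populations in 14 arrays. Single genes were also tested by exact permutation of arrays, which ignored replicate numbers. Profiles were compared by the mean Pearson correlation within minus between the basal populations over all 280 partitions of 9 arrays, one-sided. An alternative added after the data were seen used only pairs of different replicate numbers and 36 exchanges of populations within a number. Rank products were written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) after the paper's methods, with all pairs of arrays, 100 permutations and p under 0.01 without adjustment. Limiting dilution counts of the paper's supplement were fitted with a single-hit Poisson model in statsmodels 0.14.6, and proportions were compared by a two-sided Fisher exact test in scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.
Gene lists written from general knowledge before the values were seen, and after the paper's Fig. 2 and Additional file 3 had been read, were tested by limma's camera with a preset correlation of 0.01, and with an estimated correlation, adjusted over 19 lists per comparison. They were basal epithelial, luminal epithelial, hormone-sensing luminal, luminal progenitor and alveolar, milk, mammary stem cell linked, cell cycle, EMT and mesenchymal, Wnt pathway, Notch pathway, dissociation response, interferon response, Schwann cell, fibroblast, endothelial, pericyte, cornified keratinocyte, myeloid and adipocyte genes. Lymphoid and erythroid genes (2 measured each) and skeletal muscle genes (0 measured) were left out. The lists of Additional file 3 were tested the same way. The C57BL6 columns for Thy-1+CD24medCD49fhigh and Thy-1-CD24medCD49fhigh cells end with a repeat of the FVB column (26 and 24 genes), which was left out.
Genes are named by rule: the genes the paper names, per comparison up to 10 called genes with the largest rise and 10 with the largest fall, up to 5 each way with the smallest p where none was called, the most changed members of lists, and genes that Additional file 3 lists in both strains. The rule was set before the table was opened, but after the paper's Fig. 2 and Additional file 3 had been read. Alternatives to each comparison were all arrays in 1 fit, the replicate number as a block, array weights, each probe set on its own row, centring each array on its median, quantile normalization, an absolute log2 difference of 1 or more, rank products, a threshold passed in both pairwise fits, and leaving out each array in turn.
Whether replicate numbers pair the arrays was checked by correlating each array's deviations from its group mean between groups. Numbers paired CD24lowCD49fmed with Thy-1+CD24medCD49fhigh arrays (r = 0.388, 0.391 and 0.386) and with Thy-1-CD24medCD49fhigh arrays (0.374, 0.328 and 0.558), but not Thy-1+CD24medCD49fhigh with Thy-1-CD24medCD49fhigh arrays (-0.002, -0.160 and 0.245), and in luminal cells they were taken only as numbers.
The tests were tried on simulated data with the arrays' own spread. Of 100 genes changed by 3 log2, limma recovered 37 for Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells, 87 for Thy-1+CD24medCD49fhigh cells against both others and 98 for CD24highCD49fmed against CD24medCD49f-/low cells, and of 100 changed by 1.5 log2 it recovered 1, 21 and 83. It called 0, 4 and 18 unchanged genes. These counts do not show the error rate in the real basal arrays, where an exchanged split gave 1398 calls. Rank products recovered 99 of 100 for Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells at 3 log2 and also called 830 of 6975 unchanged genes (11.9%). The median SE of a difference was 0.693 log2 for Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells and 0.207 for CD24highCD49fmed against CD24medCD49f-/low cells. The FVB arrays were not analysed here.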

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

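4 gene lists stood out: the Schwann cell, cell cycle, luminal progenitor and cornified keratinocyte lists. The paper discusses none of these as a list, though it names Elf5, a luminal progenitor gene. The tests of Schwann cells, of an array-wide shift, of a lower basal share and of labels exchanged in these arrays but not in FVB arrays were chosen after the result was seen. The others were set before their own results were seen.
Schwann cell genes were higher in Thy-1+CD24medCD49fhigh cells than in the mean of both other basal populations, with 14 of 17 above 0 and a median of 0.99 (limma camera adjusted p = 1.58e-11, adjusted p = 0.136 with an estimated correlation, 7 higher when adjusted over the list alone). Mbp, a main myelin gene, was 2.55, 0.18 and 2.49 log2 in Thy-1+CD24medCD49fhigh replicates 1 to 3, while Pmp22 was similar in Thy-1+CD24medCD49fhigh (1.38, 1.49 and 1.75) and CD24lowCD49fmed arrays (1.35, 1.65 and 1.35) and Sox10 was -2.79 in Thy-1+CD24medCD49fhigh replicate 1. The list's rise of 0.99 against a median of -0.46 over all genes argues against an array-wide shift, while a lower basal share stays open: cornified keratinocyte medians 4.20 log2 apart between replicates 1 and 3 decide nothing on it, because they part the same way in both other basal populations. Schwann cells or their RNA may be a candidate source, which stays open because 70.6% of the list in replicate 2 lay above the mean of 6 other basal arrays, against 88.2% and 82.4% in replicates 1 and 3. The CD45, CD31, Ter119 and CD140α staining that the paper describes would not remove Schwann cells, 7 of 17 list genes are in the paper's own Thy-1+CD24medCD49fhigh list and 1 (Sox10) is in another list here, and expression of these genes by Thy-1+ basal cells themselves was not tested.
Thy-1+CD24medCD49fhigh replicates 1 and 3 had the lowest medians of 14 arrays (-0.747 and -0.519), and replicate 1 was the lowest array in 3363 probe sets (34.9%). Without both arrays 72.3% of these probe sets would span under 4-fold, against 48.9% of all probe sets, but they were picked because replicate 1 was their lowest array, which by itself raises this share, so the part of the 4-fold filter stays open. Replicate 3 was next lowest in 41.9% of them, where chance gives 7.7%, which does not settle whether 1 technical cause lowered both. No biological explanation was tested for this pattern.
Luminal progenitor and alveolar genes were lower in CD24highCD49fmed than in CD24medCD49f-/low cells, with 15 of 16 below 0 and a median of -1.07 (limma camera adjusted p = 2.24e-14, adjusted p = 0.193 with an estimated correlation). The paper calls CD24highCD49fmed cells luminal progenitors, and 11 of the 16 genes, Elf5 and Kit among them, are in the paper's own CD24medCD49f-/low list. Myeloid cells in CD24medCD49f-/low replicate 1, whose myeloid median was 1.99 against 0.23 in replicate 2, cannot account for it, since without that array the list stayed lower (adjusted p = 7.5e-16). Labels exchanged in these arrays but not in FVB arrays are argued against by the paper's FVB list of CD24highCD49fmed cells, which shares 34 genes with the C57BL6 list of the same name and 2 with the other, although the short overlaps of the FVB CD24medCD49f-/low list are 3 with the C57BL6 CD24highCD49fmed list and 1 with its own. An exchange in both strains was not tested, the FVB list without the shared genes (adjusted p = 0.144) decides nothing on it, and in these arrays cell cycle genes (44 of 44 higher, median 1.47) and Cdkn1a (-0.67 in CD24highCD49fmed, 0.08 in CD24medCD49f-/low cells, limma adjusted p = 0.242) run as the paper describes CD24highCD49fmed cells.
Cell cycle genes in Thy-1-CD24medCD49fhigh cells against both other basal populations (median 0.771, 44 of 44 above 0) and cornified keratinocyte genes in Thy-1+CD24medCD49fhigh replicate 3 (median 3.40, against -0.80 and -0.13 in replicates 1 and 2) were the other lists. The keratinocyte medians ran with the replicate number in the other basal populations too, at -1.39, 0.89 and 1.62 in CD24lowCD49fmed and -0.93, -0.14 and 1.00 in Thy-1-CD24medCD49fhigh replicates 1 to 3. 17 of the 44 cell cycle genes and 7 of 17 keratinocyte genes are in the paper's own lists for Thy-1-CD24medCD49fhigh and Thy-1+CD24medCD49fhigh cells.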

How the results depend on the processing

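Rank products and array weights were among the choices set before the data were examined. Leaving out both Thy-1+CD24medCD49fhigh arrays with the lowest medians, the replicate block and median centring for lists, profile pairs of different replicate numbers, and rank products passed in both pairwise comparisons, were chosen after the result was seen.
For Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells, 3 genes passed the threshold. The count was 0 with all arrays in 1 fit, probe sets on their own, median centring, quantile normalization or without both low Thy-1+CD24medCD49fhigh arrays, which leaves only replicate 2 (Thy1 -0.07) in that arm, so limma pooled the spread and this lone array was assumed to vary as the Thy-1-CD24medCD49fhigh arrays do. It was 5 with the replicate block, 199 with array weights and 846 with rank products. It ran from 0 to 10 when 1 array was left out, 10 without Thy-1+CD24medCD49fhigh replicate 2 and 0 without any other. For Thy-1+CD24medCD49fhigh against CD24lowCD49fmed cells 0 genes became 55 with the replicate block, where numbers pair and limma gave all genes the same SE, 4 with array weights, 909 with rank products and 0 to 856 when 1 array was left out, 856 without Thy-1+CD24medCD49fhigh replicate 2. For Thy-1-CD24medCD49fhigh against CD24lowCD49fmed cells 0 became 705 with rank products and 0 to 1 when 1 array was left out, 1 without CD24lowCD49fmed replicate 3.
Against both other basal populations, 0 genes became 12 for Thy-1+CD24medCD49fhigh cells with all arrays in 1 fit, 4 with array weights and 0 to 2106 when 1 array was left out, 2106 without Thy-1+CD24medCD49fhigh replicate 2. Rank products gave 1605, 1192 and 1084 for Thy-1+CD24medCD49fhigh, Thy-1-CD24medCD49fhigh and CD24lowCD49fmed cells, and 509, 237 and 108 when passed in both pairwise comparisons. All other alternatives kept 0.
For CD24highCD49fmed against CD24medCD49f-/low cells, 402 genes became 4 with all arrays in 1 fit, 829 with the replicate block, 727 with array weights, 608 with probe sets on their own, 1242 with rank products and 0 to 662 when 1 array was left out. It was 0 without CD24medCD49f-/low replicate 1, 3 without CD24highCD49fmed replicate 3, 145 without CD24highCD49fmed replicate 2 and 662 without CD24highCD49fmed replicate 1. Where 1 CD24medCD49f-/low array was left, limma pooled the spread and the lone array was assumed to vary as the CD24highCD49fmed arrays do. Luminal against basal cells kept within 1.5 times of 3242 except without CD24medCD49f-/low replicate 2, in a range of 2124 to 4270.
Rarres2 was 1.17 to 2.09 higher when 1 array was left out and passed the threshold only without Thy-1+CD24medCD49fhigh replicate 2 (adjusted p = 0.00647, other alternatives 0.124 to 0.725) and with rank products (1.48). Aldh1a1 passed it only with rank products (0.79) and was 0.43 without Thy-1+CD24medCD49fhigh replicate 2 to 1.38 without Thy-1+CD24medCD49fhigh replicate 1. Elf5 no longer passed it with all arrays in 1 fit (1.09, adjusted p = 0.866), after quantile normalization (0.91, adjusted p = 0.0939) and without CD24medCD49f-/low replicate 1 or CD24highCD49fmed replicate 3. When 1 array was left out, Elf5 differed by 1.01 to 1.20. Over the limma alternatives its adjusted p ran from 0.00533 with the block to 0.866.
The gap of the basal profiles ran from -0.156 without Thy-1+CD24medCD49fhigh replicate 1 to 0.220 without Thy-1+CD24medCD49fhigh replicate 2. It was 0.0307 over pairs of different replicate numbers, and kept its sign under the other alternatives. Of 152 list tests, 93 passed the threshold and 5 did with an estimated correlation, 95 with the replicate block and 88 with median centring. Of 10 tests of the paper's lists, 8 passed it, 6 with an estimated correlation and 8 with the replicate block, and 5 of each were the C57BL6 lists picked from these arrays. The keratinocyte median of Thy-1+CD24medCD49fhigh cells changed to -0.71 without Thy-1+CD24medCD49fhigh replicate 3 and to 1.36 without Thy-1+CD24medCD49fhigh replicate 1.
Of 20 named genes of luminal against basal cells, 20 kept their direction and threshold under each alternative. Of 20 named for CD24highCD49fmed against CD24medCD49f-/low cells, 16 lost the threshold with all arrays in 1 fit and 20 in at least 1 run without an array, with no reversal. Frequencies of outgrowth-forming cells stayed within their 95% intervals when a dose was left out, but these are wide: 1 in 1098 C57BL6 Thy-1-CD24medCD49fhigh cells became 1 in 1781 without the lowest dose, and 1 in 156 FVB Thy-1+CD24medCD49fhigh cells became 1 in 97.9 without the highest. The causes were not tested. A filter on dim probe sets was not possible on centred values.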

Differences from the paper's values

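Additional file 3 lists 96 genes for Thy-1+CD24medCD49fhigh, 71 for Thy-1-CD24medCD49fhigh and 59 for CD24lowCD49fmed cells in C57BL6 mice (the paper's counts), where 0, 0 and 0 were higher than in the mean of both other basal populations with limma at an adjusted p under 0.05 (1106, 133 and 57 either way at an unadjusted p under 0.05). The paper's methods state rank products with a critical p of 0.01, so the thresholds differ, and the paper's numbers count gene symbols. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's counts: rank products against both other populations gave 900, 597 and 501 higher, all arrays in 1 fit gave 8 for Thy-1+CD24medCD49fhigh cells, array weights 4, and leaving out Thy-1+CD24medCD49fhigh replicate 2 gave 329. Rank products at p under 0.01 in both pairwise comparisons, chosen after seeing the values, gave 291 for Thy-1+CD24medCD49fhigh cells and came within 1.5 times of the paper's counts for Thy-1-CD24medCD49fhigh (92) and CD24lowCD49fmed cells (43), and it drops 16 of 85, 34 of 68 and 43 of 58 measured genes of the paper's lists. Without unnamed probe sets it gave 205, 77 and 37 genes, and then only the Thy-1-CD24medCD49fhigh count was within 1.5 times. Rank products against both populations held 80, 64 and 44 of these genes. Rank product counts are likely inflated, since 11.9% of unchanged genes were called in simulated data for Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells.
The paper states that each basal population had its own expression profile. Arrays of the same basal population did not correlate more with each other than arrays of different ones (gap -0.0514, exact permutation p = 0.625 over 280 partitions), and the gap was 0.220 without Thy-1+CD24medCD49fhigh replicate 2. Replicate numbers pair some of these arrays, and over pairs of different numbers, chosen after seeing the values, the gap was 0.0307 (exact permutation p = 0.333), so the first gap does not show that profiles were alike.
For Cdkn1a the paper reports a low level by real-time PCR in Thy-1+CD24medCD49fhigh cells, near that of CD24highCD49fmed cells. On the arrays Cdkn1a averaged 0.21 (SD 0.92, n = 3) in Thy-1+CD24medCD49fhigh, 0.10 (SD 1.14, n = 3) in Thy-1-CD24medCD49fhigh, 0.30 (SD 0.58, n = 3) in CD24lowCD49fmed and -0.67 (SD 0.63, n = 3) in CD24highCD49fmed cells. Tbx3, which the paper reports as missing by real-time PCR in Thy-1+CD24medCD49fhigh cells alone, had its lowest mean there on the arrays too (-0.84, SD 0.24, n = 3). The median over all genes was also lower there than in both other basal populations (-0.464), and low Tbx3 was not separated from this shift. Procr had its highest mean in Thy-1+CD24medCD49fhigh cells (0.95, SD 1.21, n = 3). That mean rests on replicate 1 (2.33), and in replicates 2 and 3 Procr was lower in Thy-1+CD24medCD49fhigh (0.48 and 0.05) than in Thy-1-CD24medCD49fhigh (0.78 and 0.21) and CD24lowCD49fmed cells (0.81 and 0.17).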

Other observations

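Of the tests in this part, the splits for the 3 pairwise basal comparisons were chosen after the result was seen.
Engraftment counts of the paper's supplement gave 62 outgrowths from 130 transplants of C57BL6 Thy-1+CD24medCD49fhigh cells (47.7%) and 5 from 98 of Thy-1-CD24medCD49fhigh cells (5.10%, two-sided Fisher exact p = 1.95e-13), and 10 of 23 and 1 of 19 in FVB (Fisher exact p = 0.00591). Secondary fragments engrafted in 23 of 33 (69.7%) and 1 of 9 (11.1%) cases (Fisher exact p = 0.00246), where the paper gives 67% and 11%. This test took fragments as independent, although they were cut from primary outgrowths and some may share an outgrowth. The 33 pool grafts of different Thy-1 levels and cell numbers. The tests of primary transplants pool all doses. The single-hit model gave 1 outgrowth-forming cell in 97.9 C57BL6 Thy-1+CD24medCD49fhigh cells (95% interval 74.2 to 129) and in 1098 Thy-1-CD24medCD49fhigh cells (452 to 2663), close to the paper's values. Over all doses outgrowths of Thy-1+CD24medCD49fhigh cells rose with dose more slowly than in this model (slope of log dose 0.241, SE 0.117, where the model assumes 1). For Thy-1-CD24medCD49fhigh cells the slope was -0.105 (SE 0.337). Without the lowest dose the slopes were -0.244 (SE 0.248) and 0.452 (SE 1.11), so either frequency depends on the doses chosen.
Tbx3 was -0.65 log2 (SE 0.42) in Thy-1+CD24medCD49fhigh cells against both other basal populations (exact permutation p = 0.0476, limma adjusted p = 0.371), and Procr 0.14 (SE 0.53, exact permutation p = 0.798). These permutations ignored replicate numbers, which pair some of the arrays. Tbx3 was lowest in Thy-1+CD24medCD49fhigh cells in replicates 1 and 3, the arrays with the lowest medians over all genes (-0.747 and -0.519). Low Tbx3 was not separated from this shift. In replicate 2 Tbx3 was -0.57 in Thy-1+CD24medCD49fhigh and -0.61 in Thy-1-CD24medCD49fhigh cells. Thy1 was 2.06 higher in Thy-1+CD24medCD49fhigh than in Thy-1-CD24medCD49fhigh cells (SE 0.71, limma adjusted p = 0.699, exact permutation p = 0.1, the smallest that 20 labelings can give). Cdh19 and Bex1 lost the threshold with all arrays in 1 fit, on single probe sets, after either scaling and without any 1 array but Thy-1+CD24medCD49fhigh replicate 2. Csn3, the kappa-casein gene, was 1.63 (SE 0.49) higher in Thy-1-CD24medCD49fhigh cells than in both other basal populations (limma adjusted p = 0.9999).
In Thy-1+CD24medCD49fhigh cells against both others, other lists higher by limma's camera were cornified keratinocyte (median 0.66, adjusted p = 7.11e-05), myeloid (0.51, 0.000483), interferon (0.49, 0.00114), adipocyte (0.53, 0.0178), EMT (-0.04, 0.0118, 1 gene, Zeb2, far above the rest) and Notch genes (0.23, 0.0390). Cell cycle genes were lower (-0.63, 0.0134). With an estimated correlation their adjusted p was 0.499, 0.135, 0.344, 0.482, 0.169, 0.251 and 0.645. In Thy-1+CD24medCD49fhigh replicates 1 to 3, keratinocyte medians were -0.80, -0.13 and 3.40, and interferon medians 1.44, 0.02 and -0.14. Adipocyte medians were 2.00, 0.12 and 0.36 there, so a single array carried most of each of these rises. Against CD24lowCD49fmed cells alone the adipocyte median was -0.10 (2 of 7 above 0). Basal (-0.80, 0.112), Wnt (-0.83, 0.0761), luminal (-0.06, 0.256), hormone-sensing (-0.15, 0.425), luminal progenitor (0.06, 0.425), milk (0.13, 0.493) and dissociation genes (-0.19, 0.488) did not pass the threshold. Myeloid genes were lower in CD24lowCD49fmed cells than in both others (median -0.37, 10 of 10 below 0, adjusted p = 1.33e-05, adjusted p = 0.0487 with an estimated correlation). Dissociation genes were lower in CD24highCD49fmed than in CD24medCD49f-/low cells (-0.85, 1.15e-05, 0.193 with an estimated correlation). Their medians were 0.69 in CD24medCD49f-/low replicate 1 and -0.10 in replicate 2, against -0.37, -0.37 and -0.43 in CD24highCD49fmed arrays.
For luminal against basal cells 3242 genes passed the threshold, the highest of the other splits gave 1275, and 1 of 100 splits gave as many, so chance can be excluded. With 10 splits each, Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh (real 3, highest other 0), Thy-1+CD24medCD49fhigh against CD24lowCD49fmed (real 0, highest other 0) and Thy-1-CD24medCD49fhigh against CD24lowCD49fmed cells (real 0, highest other 5) had too few splits for a share under 0.05. Against both other basal populations, a real count of 0 is met by all 100 of 100 splits whatever the values, so this test decides nothing there. The highest other was 25 for Thy-1+CD24medCD49fhigh and 1398 for Thy-1-CD24medCD49fhigh and CD24lowCD49fmed cells. The split with 1398 set Thy-1+CD24medCD49fhigh replicates 1 and 3 and Thy-1-CD24medCD49fhigh replicate 2, the 3 arrays with the lowest medians, against the rest, which points to a structure of the samples.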
